A study of Mus musculus with 20 samples. Its data were reported in "Restoring Age-Related Cognitive Decline through Environmental Enrichment: A Transcriptomic Approach" (2022).

How the data were processed

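RNA of the hippocampus of male C57BL/6 mice was sequenced in 20 libraries, 5 in each of 4 groups: mice of 5 months in a standard cage (5mSC) or an enriched environment (5mEE), and mice of 24 months in a standard cage (24mSC) or an enriched environment (24mEE). Per the labels, libraries came from a TruSeq RNA kit that does not mark the strand and were sequenced from a single end over 50 nucleotides. The deposited counts are whole numbers of reads per Ensembl gene, and per the labels they were made with bcl2fastq 1.8.2, STAR 2.4.1d and featureCounts 1.4.6-p4 on the GRCm38 genome. According to the paper these deposited tables were produced automatically for the archive, whereas its own results came from another alignment, another counting step and more libraries. Each library is named here by its group and a replicate number that follows the order of deposition and pairs no samples. The deposited RPKM values were compared with the counts over 7528 genes. Their divisors took 4 distinct values that recur over the 20 libraries, whereas the library totals ranged from 0.406 to 1.26 times that of the first library, so depth is not removed from these RPKM values and they were not used here.

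The table holds 47729 gene identifiers, of which 98.9% were matched to a symbol in the GRCm38 annotation. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed by filterByExpr with its defaults (a least count of 10 and a least total of 15), which left 16692 genes. Libraries were scaled by TMM. A single quasi-likelihood model with the 4 groups as its only term was fitted to all 20 libraries, and 6 comparisons were tested as contrasts: 24mSC with 5mSC, 24mEE with 24mSC, 5mEE with 5mSC, 24mEE with 5mEE, 24mEE with 5mSC, and the interaction of age and environment. The p values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene passed at an adjusted p under 0.05. Log2 fold changes carry the standard error that the F statistic implies. Levels are CPM on the TMM scale (counts divided by the scaled library total in M counts), as mean ± SD of the libraries of a group.

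Gene lists were tested with camera of limma 3.58.1 on voom values with a preset correlation between genes of 0.01, and again with camera's estimated correlation and with fry, which asks whether the genes of a list move on balance in 1 direction without reference to other genes. Adjustment was over the 49 lists of a comparison. The lists hold 827 symbols, of which 4 were not matched, and some genes belong to more than 1 list. For each list the members passing edgeR's test were counted over all genes and adjusted over the list alone. The hub genes that the study named form 1 of the lists, and the study chose them partly on these samples.

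The tests, the lists, the rule for naming genes and the first set of alternatives were chosen before the data were examined. The rule names, in each of the 3 main comparisons, up to 8 genes per direction with the smallest p among passing genes with a symbol and a mean log2 CPM of at least 1, then of each list described up to 4 passing members or, where fewer than 2 pass, the 2 members with the smallest p, and the 10 hub genes. Genes outside this rule were chosen after their values were seen, and the text says so.

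Alternatives chosen in advance were DESeq2 size factors in place of TMM, the DESeq2 1.42.0 Wald test, no filter beyond 1 count in total, a filter at a CPM of 1 in 5 libraries, the mean of the choroid plexus markers or 1 surrogate variable from sva 3.50.0 as a covariate, a fit of only the 2 groups compared, and leaving out each library of the compared groups in turn. After the data had been seen, fits without 5mSC replicates 1 and 3 (18 libraries), limma-voom with and without sample quality weights, and the mean of the dentate gyrus markers as a covariate were added. Because the age and 24-month environment comparisons share the 24mSC libraries, their relation was also computed with these libraries split in 20 ways and in 20 simulations of unchanged groups. For each comparison the groups were redrawn 100 times, the real grouping included.

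The script was tested on simulated data of the age comparison with 16609 genes, 200 of them changed. It recovered 88% of the genes lowered to 0.5-fold, 58% of those raised 1.5-fold, 86% of those raised 2-fold and 98% of those raised 3-fold (50 genes each), with 8 false calls. Exon overlaps between genes were taken from the annotation, and the share of each named gene's 50-nucleotide words found in other genes was counted. Reads of such shared stretches, and of overlapping genes on either strand, cannot be assigned with certainty.

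Library totals ranged from 11 to 34.1 M counts (M, mega). A gene with no count in a library may still reach 0.0881 to 0.325 CPM, the level of 3 counts. Such floors, and the Wilson intervals at 95% given for shares of a single library, cover counting error only, since reads copied by PCR are not independent molecules. A result of 1 gene list for enrichment at 24 months that rests on a single gene is not reported here.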

Results

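Gene expression in the hippocampus was measured by RNA-seq in male C57BL/6 mice of 5 and 24 months. They lived in a standard cage (SC) or in an enriched environment (EE), housing with added objects and space to explore. According to the paper, the old enriched mice left standard cages for enrichment only in their last months, and the objects included running wheels. The paper does not describe enriched mice of 5 months. There were 5 libraries in each of the 4 groups 5mSC, 5mEE, 24mSC and 24mEE. Library totals were 23.9 ± 9.99 M counts (M, mega) in 5mSC, 27 ± 5.44 M in 5mEE, 20.2 ± 2.33 M in 24mSC and 23.3 ± 2.23 M in 24mEE (mean ± SD, n = 5 each), with a range of 11 to 34.1 M. After removal of genes with low counts, 16692 genes were tested. Adjusted p values of genes come from edgeR, and those of gene lists from camera with a preset correlation unless an estimated correlation is named.

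Library 5mSC replicate 3 stood apart from all others. Mitochondrial ribosomal RNA took 26.8% of its counts (Wilson 95% interval 26.8 to 26.85%), against 0.883 to 1.82% in the other libraries. Its 10 most abundant genes held 34.4% of the counts (Wilson 95% interval 34.35 to 34.41%). Rpl39, a gene of the large ribosomal subunit, reached 1220 CPM there and 8.96 to 12.5 CPM in the other 5mSC libraries, and the mean log2 CPM of the choroid plexus markers was 2.87 against 0.497 to 0.974. Across genes, whose values are not independent replicates, its log2 CPM correlated with those of the other libraries at Pearson r of 0.923 to 0.932. The lowest r among the 18 libraries other than 5mSC replicates 1 and 3 was 0.985, and replicate 1 reached 0.979 to 0.986. The biological coefficient of variation was 17.4% with all 20 libraries and 9.88% without these 2.

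**Figure D1:**
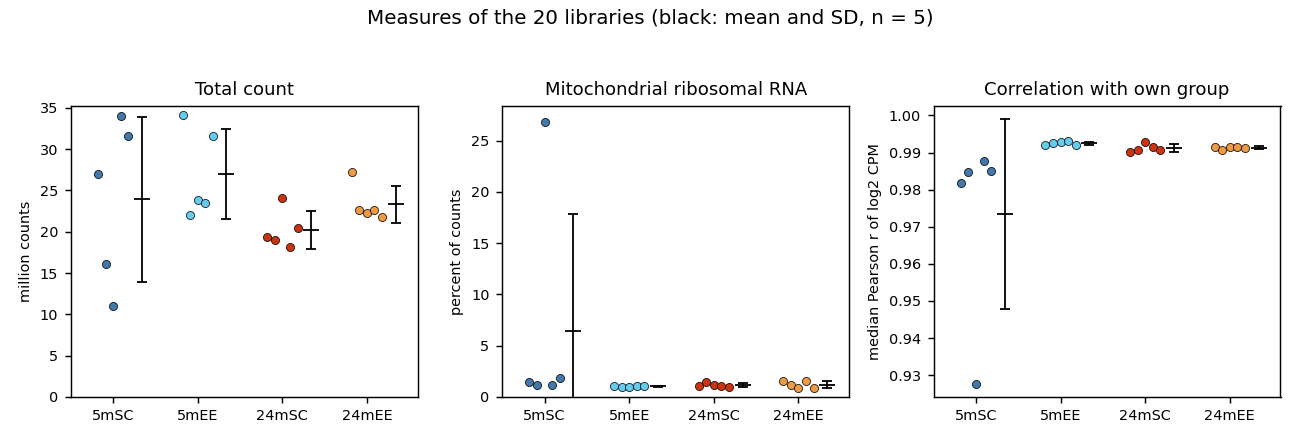
Total count in M counts, percent of counts in mitochondrial ribosomal RNA, and median Pearson r of log2 CPM with the libraries of the same group, for each library by group; points are libraries, the black dash and bar are the mean and SD, n = 5. The point for 5mSC replicate 3 lies at 26.8% mitochondrial ribosomal RNA and at a median r of 0.928.

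The comparison of 24mSC with 5mSC asks how the hippocampus differs with age in a standard cage. C4b, a component of the classical complement pathway (ENSMUSG00000073418, GRCm38 chromosome 17, 34728380 to 34743882), rose from 31.3 ± 6.24 to 110 ± 26.1 CPM (SD, n = 5 each), a log2 fold change of 1.81 ± 0.203 (SE; adjusted p = 0.00026), although 34.6% of its sequence words are shared with other genes. Lsp1, an actin-binding protein of leukocytes (ENSMUSG00000018819, chromosome 7, 142460809 to 142494867), rose from 2.98 ± 0.801 to 5.96 ± 0.522 CPM (adjusted p = 0.00646), and Pcdhb9, a clustered protocadherin of neuronal adhesion (ENSMUSG00000051242, chromosome 18, 37400855 to 37403909), from 14.5 ± 2.18 to 23 ± 2.36 CPM (adjusted p = 0.00404). Gpr17, a receptor of oligodendrocyte precursors (ENSMUSG00000052229, chromosome 18, 31942997 to 31949636), fell from 54.6 ± 12.1 to 30 ± 2.06 CPM (adjusted p = 0.00369). Gpx8, a peroxidase of the endoplasmic reticulum (ENSMUSG00000021760, chromosome 13, 113042753 to 113046410), fell from 3.95 ± 0.485 to 1.54 ± 0.183 CPM (adjusted p = 0.00369), and Homer1, a scaffold of the postsynaptic density (ENSMUSG00000007617, chromosome 13, 93299635 to 93405129), from 249 ± 48.4 to 152 ± 18 CPM (adjusted p = 0.00864). In each of these genes all 5 libraries of 24mSC lay on the same side of the 5mSC mean.

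Also higher with age were the protocadherins Pcdhga6 (log2 0.82 ± 0.119, with 44.4% of its words shared with other genes) and Pcdhb5 (0.74 ± 0.123), the lysosomal mannosidase Man2b1 (0.49 ± 0.0787), Itih3 (0.73 ± 0.119) and Crb2 (0.59 ± 0.102). Lower were Tnfrsf25 (−1.58 ± 0.239), the amino acid transporter Slc6a20a (−1.20 ± 0.193, with 26.7% shared words), 4921524J17Rik (−0.74 ± 0.125), the transcription factor Crem (−0.48 ± 0.0823) and 1700016P03Rik (−1.34 ± 0.206), 74.28% of whose exons overlap a gene on the opposite strand. Their adjusted p values lay between 0.00369 and 0.00864, and in each the 5 libraries of 24mSC lay on 1 side of the 5mSC mean. In all, 134 genes passed, 78 higher and 56 lower in 24mSC. The count depends on the libraries and the model: it was 363 without 5mSC replicates 1 and 3, with 107 genes shared, 759 by DESeq2, and 3 (C4b, Gpx8 and 1700016P03Rik) when only the 2 groups were fitted. It was 1127, 599, 338 and 76 without 5mSC replicate 2, 3, 4 or 5, and 39, 57, 30, 66 and 67 without 24mSC replicate 1, 2, 3, 4 or 5. Outside the comparison, it was 85 without 5mEE replicate 4 and 88 without 24mEE replicate 5.

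**Figure D2:**
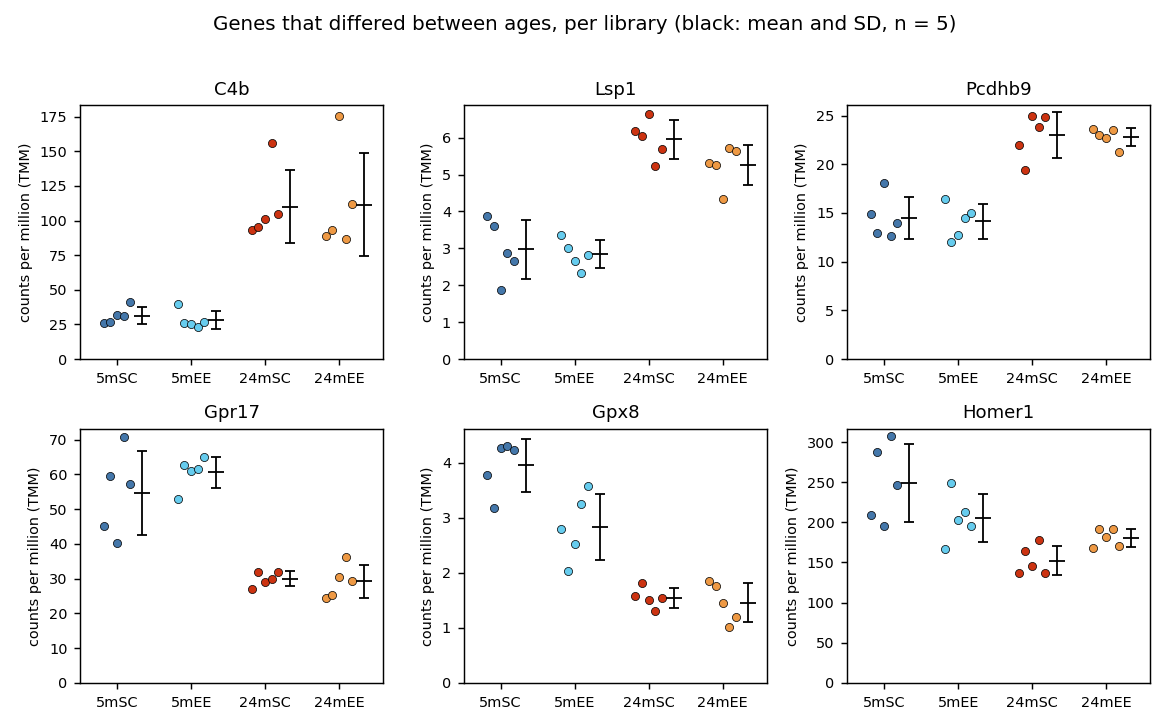
Levels of C4b, Lsp1, Pcdhb9, Gpr17, Gpx8 and Homer1 in CPM for each library of the 4 groups; points are libraries, the black dash and bar are the mean and SD, n = 5. C4b lay at 23.1 to 41.44 CPM in the 5-month libraries and at 86.74 to 175.4 CPM in the 24-month libraries.

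Genes of immune cells rose with age as groups. Of the 14 complement genes, 3 rose over all genes, C4b, C3 (log2 2.39, adjusted p = 0.0421) and the complement receptor chain Itgb2 (0.65, adjusted p = 0.0239), and 6 were higher and 1 lower adjusted over the list alone. The list rose with adjusted p = 0.00188, which was lost at adjusted p = 0.36 with an estimated correlation. Of 20 genes of activated microglia, the immune cells of the brain, 5 rose, among them Clec7a (2.05, adjusted p = 0.0199), Itgax (1.90, adjusted p = 0.0239), Ctss (0.62, adjusted p = 0.0199) and Cd68 (0.47, adjusted p = 0.0345), and 7 rose adjusted over the list alone. That list had adjusted p = 1.42e-06, and adjusted p = 0.36 with an estimated correlation. Among 14 homeostatic microglia markers Cx3cr1 (0.54, adjusted p = 0.0433) and P2ry13 (0.59, adjusted p = 0.0434) rose, while Fcrls fell (−0.96, adjusted p = 0.0288), and 4 were higher and 1 lower adjusted over the list alone. The list had adjusted p = 0.0331, and adjusted p = 0.528 with an estimated correlation, and the call was lost without 5mSC replicate 1, 2 or 3 or 24mSC replicate 2 or 3 (adjusted p = 0.075, 0.0657, 0.0982, 0.12 and 0.0953).

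Genes of antigen presentation and of the interferon response were higher as lists, with no member past the test over all genes. The 18 genes of MHC class I presentation had a median log2 fold change of 0.30 (adjusted p = 0.000406, and adjusted p = 0.468 with an estimated correlation), none passed adjusted over the list alone, and H2-D1 stood at 0.54 (adjusted p = 0.107) and Erap1 at 0.29 (adjusted p = 0.0847). Their mean log2 CPM was 3.59 in 24mSC replicate 1, which also had high blood and endothelial scores. It was 2.91 to 3.17 in the other 24mSC libraries and 2.58 to 3.15 in 5mSC. The 32 interferon-stimulated genes had a median of 0.20 (adjusted p = 0.00307, adjusted p = 0.528 with an estimated correlation, and 0.106 without 24mSC replicate 5). Adjusted over the list alone 7 of them were higher and 2 lower, with Ifih1 at 0.51 (adjusted p = 0.0626) and Ifit3b, 45% of whose words are shared with other genes, at 0.87 (adjusted p = 0.0722), or at 0.56 without 24mSC replicate 5.

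Genes induced by neuronal activity and chaperones were lower in 24mSC. The 23 immediate early genes fell as a list, with a median log2 fold change of −0.49 (adjusted p = 5.41e-08, and adjusted p = 0.468 with an estimated correlation). None passed over all genes and 7 were lower adjusted over the list alone, with Fosb at −0.80 (adjusted p = 0.062) and Gadd45b at −0.79 (adjusted p = 0.0587). Of 16 late activity-regulated genes Homer1 and Inhba, a subunit of activin (−1.20, adjusted p = 0.0446), fell, and 4 were lower adjusted over the list alone (list adjusted p = 0.0025, and adjusted p = 0.472 with an estimated correlation). Of 19 cytosolic heat shock proteins 3 fell, Dnajb5 (−0.48, adjusted p = 0.0165), Hspe1 (−0.51, adjusted p = 0.0174, with 22.8% shared words) and Ahsa2 (−0.39, adjusted p = 0.0239, with 50.18% of its exons overlapping another gene), and 8 were lower adjusted over the list alone (list adjusted p = 4.02e-06, and adjusted p = 0.362 with an estimated correlation). Of 19 chaperones of the endoplasmic reticulum, Manf (−0.54, adjusted p = 0.0348) and Sdf2l1 (−0.79, adjusted p = 0.0434) fell, and 6 were lower adjusted over the list alone (list adjusted p = 0.000458, and adjusted p = 0.528 with an estimated correlation).

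The age differences of energy and translation genes moved with 5mSC replicates 1 and 3. The mean log2 CPM of the oxidative phosphorylation genes was 6.73 and 6.76 in these 2 libraries and 6.32 to 6.58 in the other 5mSC libraries. The 70 oxidative phosphorylation genes had a median of −0.22 (adjusted p = 2.01e-10, and adjusted p = 0.468 with an estimated correlation), with 31 lower adjusted over the list alone and 0 of them so without 5mSC replicates 1 and 3. Atp5g1 stood at −0.42 (adjusted p = 0.0543), and Atp5e at 75.3 ± 11 CPM in 24mSC and 304 ± 468 CPM in 5mSC (SD, n = 5 each; adjusted p = 0.0722), with 1140 CPM in 5mSC replicate 3. The 75 cytosolic ribosomal proteins had a median of −0.29 (adjusted p = 2.28e-10, and adjusted p = 0.472 with an estimated correlation), with 5 lower adjusted over the list alone and 0 without both libraries. Rpl39 had a log2 fold change of −4.58 with all libraries and −0.07 without replicate 3 alone, and Rps14 −2.65 and −0.21. The 10 proliferation genes had a median of −0.60 (adjusted p = 0.000363, and adjusted p = 0.467 with an estimated correlation), with 3 lower adjusted over the list alone, and Top2a (−1.59, adjusted p = 0.0639, or −0.99 without replicate 3) had 5.15 CPM in replicate 3 and 0.972 to 1.48 CPM in the other 5mSC libraries. The 22 glutamate receptor genes were higher (median 0.12, adjusted p = 0.00307, and adjusted p = 0.468 with an estimated correlation), with Grik3 at 0.69 (adjusted p = 0.0577) and Gria4 at 0.40 (adjusted p = 0.0848), 2 of them adjusted over the list alone. In total 23 of the 49 lists passed, 12 higher and 11 lower, and none did with an estimated correlation. The striatum markers were among them, with a mean log2 CPM of 2.386 ± 0.285 in 5mSC and 2.855 ± 0.15 in 24mSC. That call was lost without 5mSC replicate 4 (adjusted p = 0.0692). The neocortex markers had 3.88 ± 0.33 in 5mSC and 4.23 ± 0.218 in 24mSC.

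**Figure D3:**
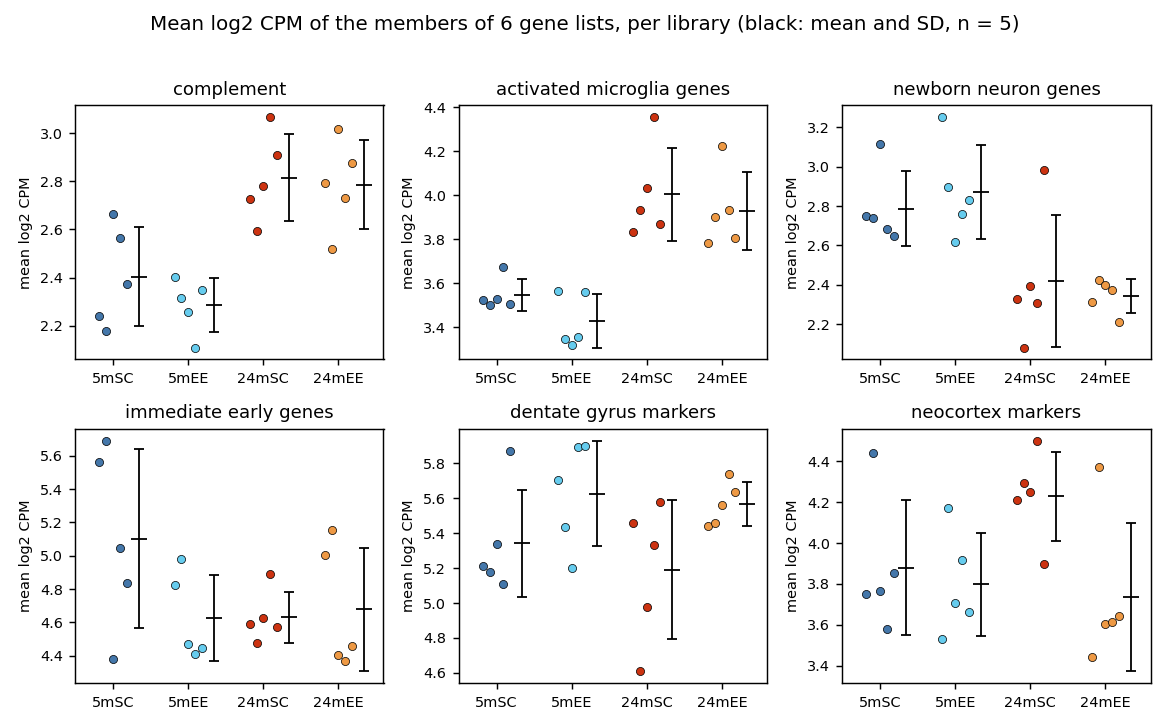
Mean log2 CPM of the genes of 6 lists for each library of the 4 groups; points are libraries, the black dash and bar are the mean and SD, n = 5. The score of the activated microglia genes was 3.43 ± 0.122 in 5mEE and 3.93 ± 0.176 in 24mEE.

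The comparison of 24mEE with 24mSC asks what enrichment changes in the old hippocampus. The genes named first here were chosen after their values were seen, from fits other than that of all 20 libraries. When only these 2 groups were fitted, Cd44, the hyaluronan receptor (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665), fell from 7.74 ± 1.25 to 2.7 ± 0.551 CPM (SD, n = 5 each), a log2 fold change of −1.52 ± 0.153 (SE; adjusted p = 0.00232). Camk2d, a calcium-dependent kinase, fell from 97.6 ± 10.9 to 51 ± 10.7 CPM (adjusted p = 0.0143), and Adgra3, an adhesion receptor (ENSMUSG00000029090, chromosome 5, 49959956 to 50059006), from 23.1 ± 2.63 to 15.3 ± 1.46 CPM (adjusted p = 0.0204). Nr3c2, the mineralocorticoid receptor (ENSMUSG00000031618, chromosome 8, 76899442 to 77245012), rose from 202 ± 13.9 to 274 ± 14.4 CPM (adjusted p = 0.0143), and Iqgap2 from 104 ± 9.28 to 170 ± 32.9 CPM (adjusted p = 0.0251). In each of these genes the 5 libraries of 24mEE lay on 1 side of the 24mSC mean.

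Other genes that passed in the fit of the 2 groups were Prph, an intermediate filament (−1.84 ± 0.257), Cbln4, a synaptic organiser (−1.38 ± 0.202), Necab1 (−0.79 ± 0.106) and Sec14l3 (−2.51 ± 0.402), all lower, and Epha7 (0.49 ± 0.0705), Wipf3 (0.61 ± 0.101) and the NMDA receptor subunit Grin2a (0.43 ± 0.074), all higher, with adjusted p values of 0.0162 to 0.0251. None of these genes passed in the fit of all 20 libraries, where Cd44 had adjusted p = 0.0911, Camk2d 0.264, Nr3c2 0.367, and Adgra3 and Sec14l3 0.0804, and the level of Prph reached 24.2 CPM in 5mSC replicate 3 outside this comparison. Within 5mSC, 5mEE and 24mEE, replicate 2 had the highest neocortex score (4.443, 4.174 and 4.373). It was also highest in Camk2d (81.48, 64.96 and 68.2 CPM) and Necab1 (121.6, 117.8 and 92.24 CPM). In 24mSC, replicate 4 had the highest neocortex score but the lowest Camk2d and Necab1. Cd44 was highest in 5mSC replicate 3, 5mEE replicate 1 and 24mEE replicate 5. The part of neocortex tissue in these calls was not tested. By edgeR on 20 libraries 0 genes passed, while 1037 had an unadjusted p under 0.05, 371 higher and 666 lower. That count was 468 with the dentate covariate, 1793 without 5mSC replicate 3, 2332 without 5mSC replicates 1 and 3, 2357 in the fit of the 2 groups and 2688 with quality weights. The fit of the 2 groups called 187 genes (61 higher, 126 lower), the fit without 5mSC replicates 1 and 3 called 10, DESeq2 31, limma-voom 0 and limma-voom with sample quality weights 379. Leaving out 24mSC replicate 4 moved the 20-library count from 0 to 1, and leaving out 5mSC replicate 2 or 3, which share the model but not the comparison, gave 10 and 6.

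**Figure D4:**
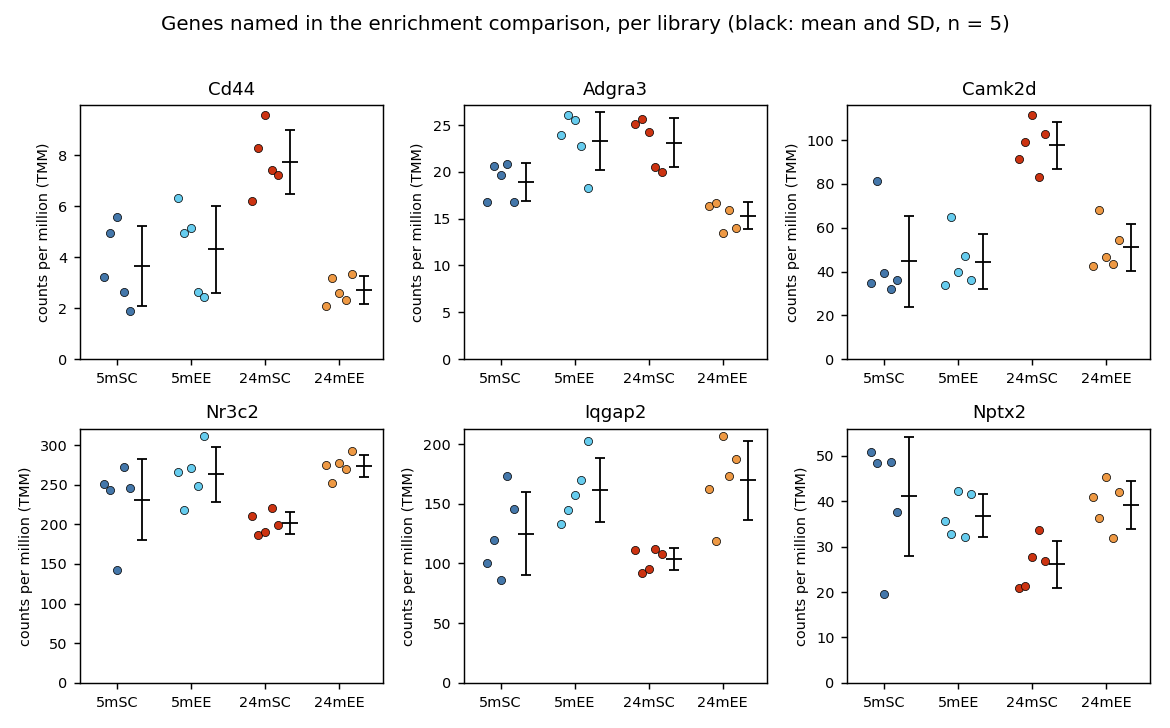
Levels in CPM of genes that differed between 24mEE and 24mSC when only these groups were fitted, for each library of the 4 groups; points are libraries, the black dash and bar are the mean and SD, n = 5. Cd44 lay at 2.07 to 3.34 CPM in 24mEE and at 6.22 to 9.56 CPM in 24mSC.

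Markers of the dentate gyrus, CA2, neocortex and ventral hippocampus differed with enrichment at 24 months. All 12 dentate gyrus markers had positive values, with a median log2 fold change of 0.32 (adjusted p = 1.58e-06, and adjusted p = 0.497 with an estimated correlation), and Dsp stood at 0.61 ± 0.269 and Lct at 0.52 ± 0.23. Of 7 CA2 markers 6 were positive, with a median of 0.41 (adjusted p = 0.000982, and adjusted p = 0.445 with an estimated correlation). All 8 neocortex markers were negative, with a median of −0.36 (adjusted p = 2.18e-05, and adjusted p = 0.357 with an estimated correlation), 3 of them lower adjusted over the list alone, with Cux2 at −0.91 ± 0.295 and Scnn1a at −0.51 ± 0.17. All 7 ventral hippocampus markers were negative, with a median of −0.66 (adjusted p = 0.000982, and adjusted p = 0.497 with an estimated correlation), with Dcn at −1.10 ± 0.484 (−0.70 without 24mSC replicate 5) and Tpbg, 23.46% of whose exons overlap a gene on the opposite strand, at −0.71 ± 0.347. The neocortex lies outside the hippocampus. Thalamus and habenula markers (median −0.25, adjusted p = 0.147), CA1 markers (0.19, adjusted p = 0.433) and CA3 markers (0.07, adjusted p = 0.427) did not pass. The mean log2 CPM of the striatum markers was 2.855 ± 0.15 in 24mSC and 2.358 ± 0.22 in 24mEE. Every 24mSC library (2.70 to 3.04) lay above every 24mEE library (2.06 to 2.67).

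Synthesis, immune and activity genes moved as lists in this comparison too. All 20 cholesterol synthesis genes had negative values, with a median of −0.15 (adjusted p = 2.18e-05, and adjusted p = 0.529 with an estimated correlation), with Sqle, squalene epoxidase, at −0.29 and Stard4 at −0.38. The 18 MHC class I genes were all negative (median −0.16, adjusted p = 0.00757, and adjusted p = 0.632 with an estimated correlation), with H2-T23 at −0.32 (−0.17 without 24mSC replicate 1) and Tapbp, 29% of whose exons overlap another gene, at −0.21. The call was lost without 24mSC replicate 1 (adjusted p = 0.322), which also had high blood and endothelial scores (3.57 and 4.90), and without 24mEE replicate 2 (0.0865). Of 32 interferon-stimulated genes 28 were negative (median −0.21, adjusted p = 0.0019, and adjusted p = 0.632 with an estimated correlation), with Lgals9 at −0.29 and Rtp4 at −0.42, and this call was lost without 24mSC replicate 5 (adjusted p = 0.427). The 16 late activity-regulated genes were higher (median 0.21, adjusted p = 0.00204, and adjusted p = 0.55 with an estimated correlation), 2 of them adjusted over the list alone, with Nptx2, a neuronal pentraxin, at 0.59 and Ptgs2 at 0.47. The 28 postsynaptic scaffold genes were higher (median 0.11, adjusted p = 0.00204, and adjusted p = 0.669 with an estimated correlation), with Cttnbp2 at 0.21 and Syndig1 at 0.36, and the 13 glucocorticoid-responsive genes had a median of 0.28 (adjusted p = 0.0109, and adjusted p = 0.525 with an estimated correlation), with Fkbp5 at 0.48 and Errfi1 at 0.32 (0.21 without 24mEE replicate 1), a call lost without 24mEE replicate 3 (adjusted p = 0.0507) or 24mSC replicate 2 (0.0933). In total 13 of 49 lists passed, 5 higher and 8 lower, and none did with an estimated correlation.

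The genes that the study named as hubs were tested in both comparisons. With age, Il4ra, the receptor chain of interleukin 4, rose (log2 0.72, adjusted p = 0.0392) and Diexf (−0.32, adjusted p = 0.0434) and Inhba fell. The others stood at −0.42 for Rras2, −0.27 for Cttnbp2, 0.37 for Grb10, 0.68 for Socs3, 0.20 for Rps6ka1, 0.88 for Bcl3 (0.34 without 24mSC replicate 4) and 0.90 for Esr2, an oestrogen receptor (0.56 without 5mSC replicate 4), with adjusted p values of 0.0656 to 0.432. Adjusted over the list alone 3 were higher and 4 lower with age, and 4 higher and 5 lower with enrichment at 24 months, which is not independent evidence because the study chose the list partly on these samples. As a list they did not pass in either comparison (adjusted p = 0.675 with age, 0.206 with enrichment at 24 months, 0.0616 at 5 months). That test looks for a shift in 1 direction, and the hub genes move in both, so it cannot decide on them. In the fit without 5mSC replicates 1 and 3, Esr2 rose with age (2.04, adjusted p = 0.0408). With enrichment at 24 months Bcl3 stood at −1.11, or −0.57 without 24mSC replicate 4. All libraries of 24mEE lay above all of 24mSC in Cttnbp2, Inhba and Rras2, and below them in Esr2. In the other hub genes the libraries of these groups overlapped.

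The changes with age and with enrichment at 24 months were compared across genes. Their log2 fold changes correlated at Pearson r = −0.335 and Spearman rho = −0.352 across 16692 genes, which are not independent replicates. Of all genes, 61.7% had opposite signs. Both comparisons use the 24mSC libraries with opposite sign. In 20 simulations of unchanged groups that share these libraries, the median r was −0.509 (−0.524 to −0.485) and the median rho −0.463. In them 66.8% of genes (66.1 to 67.5%) had opposite signs. None of these 3 values of the 20-library fit was stronger than simulated. The covariance of −0.0338 was, against −0.0289 (−0.03 to −0.0263). That simulated covariance is itself larger in size than the −0.0132 given by the spread of the 24mSC libraries. These simulations may therefore overstate what sharing gives, so they cannot decide on r, rho or the share. With the 24mSC libraries split, the covariance was −0.0207 and below 0 in all 20 ways. The split argues against sharing as the sole cause, while the part that sharing gives is left open. Without 5mSC replicate 3 alone r was −0.539. Without 5mSC replicates 1 and 3, r was −0.565, rho −0.534 and the share 69.5%, against −0.477 to −0.43, −0.423 to −0.399 and 64.2 to 65.6% in simulations of unchanged groups, so all 3 were stronger than simulated there. With the 24mSC libraries split between the comparisons of the 20-library fit, the median r was −0.127 (−0.197 to −0.084). By edgeR on 20 libraries 0 genes passed both comparisons, since 0 passed with enrichment and 1037 had an unadjusted p under 0.05. Past both tests, 20 moved in opposite directions by DESeq2 and 56 by limma-voom with sample quality weights. These counts of 20 and 56 were not set against simulations of unchanged groups, so the part that sharing gives was not tested. By edgeR, leaving out 1 library gave 8 (5mSC replicate 2), 4 (5mSC replicate 3) and 1 (24mSC replicate 4). Without 5mSC replicates 1 and 3 there were 4, chosen after their values were seen: Esr2, Sec14l3 and Cd44, higher with age and lower with enrichment, and Nr3c2, lower with age and higher with enrichment. Of these, Esr2 lay near the floor in the remaining 5mSC libraries and in 24mEE (0.0453 to 0.258 CPM). With the 24mSC libraries split in that fit, 0 genes passed both tests in any of the 20 ways. A median of 0 genes then passed with enrichment, so the split cannot decide on these genes.

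**Figure D5:**
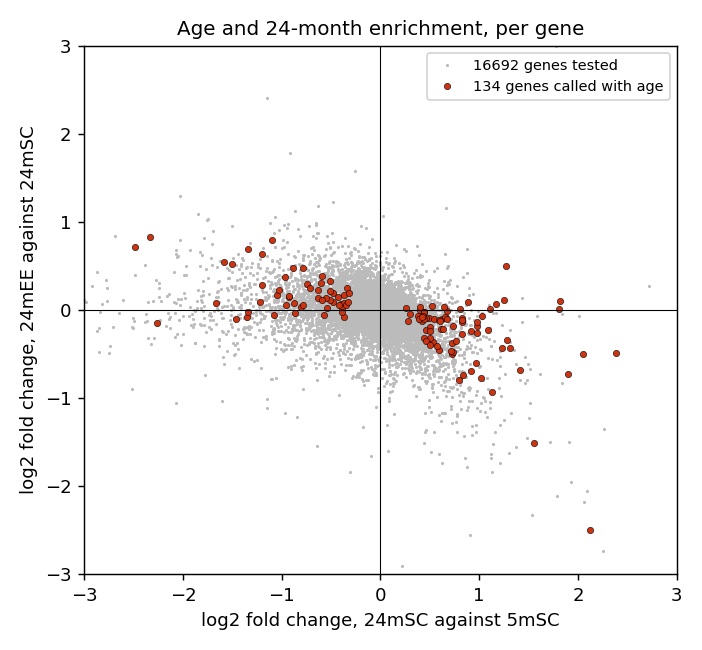
Log2 fold change with enrichment at 24 months (y axis) against log2 fold change with age in the standard cage (x axis) for 16692 genes in grey, with the 134 genes that passed with age in red; 29 genes lie outside the axes. Over all genes, Pearson r is −0.335, and both axes use the same 24mSC libraries.

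The comparison of 5mEE with 5mSC asks the same of the young hippocampus. The 23 immediate early genes fell as a list, with a median log2 fold change of −0.49 (adjusted p = 2.11e-09, and adjusted p = 0.392 to 0.779 with an estimated correlation over the lists that passed), and 6 were lower adjusted over the list alone. Npas4, an activity-dependent transcription factor, stood at 10.6 ± 1.99 CPM in 5mEE and 19.1 ± 7.5 CPM in 5mSC (SD, n = 5 each), and the kinase gene Sik1 at 10.9 ± 2.47 and 20.1 ± 7.98 CPM. Without 5mSC replicates 1 and 3 the list had adjusted p = 1.46e-14 (adjusted p = 0.372 with an estimated correlation) and 12 were lower adjusted over the list alone. The glutamate receptor genes were higher (adjusted p = 1.76e-05), with Grin2a at 0.36 and Grm7 at 0.26, as were genes of GABA synthesis and receptors (adjusted p = 2.78e-05), with Gad2 at 0.34 (0.22 without 5mSC replicate 3). The MHC class II genes were lower (adjusted p = 0.00911), with H2-Ab1 at −1.05 and H2-Aa at −0.96, and so were the meningeal fibroblast markers (adjusted p = 7.52e-05), with Fmod at −1.22 and Aldh1a2 at −0.80. Both calls rested on 5mSC replicate 4, without which the lists had adjusted p = 0.218 and 0.0793, and H2-Aa stood at −0.51 and Fmod at −0.54. All of these calls are lost with an estimated correlation.

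Energy and translation genes again moved with 5mSC replicates 1 and 3. The ribosomal proteins had a median of −0.42 (adjusted p = 1.43e-22), and 51 of 75 were lower adjusted over the list alone, but 0 without 5mSC replicates 1 and 3. For the oxidative phosphorylation genes the median was −0.24 (adjusted p = 5.5e-15), with 33 of 70 and then 0, and Ndufa3 stood at −0.80 (−0.41 without replicate 3 alone) and Ndufa13, 30% of whose exons overlap another gene, at −0.47. Rpl39 had −4.81 with all libraries and −0.29 without replicate 3 alone, and Rps14 −2.79 and −0.35. The choroid plexus markers passed as higher (adjusted p = 0.0233), although their median was 0.017 and their mean −0.0723, and lost the call without 5mSC replicate 2, 4 or 5 or 5mEE replicate 5 (adjusted p = 0.159, 0.0586, 0.247 and 0.219). By edgeR 0 genes passed and 2759 had an unadjusted p under 0.05, 1088 higher and 1671 lower. DESeq2 called 30, the choroid plexus covariate 239 and limma-voom 0, and leaving out 5mSC replicate 3 gave 1. In total 15 lists passed, 8 higher and 7 lower. The dentate gyrus markers were among them, with a mean log2 CPM of 5.627 ± 0.302 in 5mEE and 5.342 ± 0.308 in 5mSC. That call was lost without 5mSC replicate 2 or 4 or 5mEE replicate 5 (adjusted p = 0.0911, 0.136 and 0.0714).

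The comparison of 24mEE with 5mEE asks how enriched mice of both ages differ, and its genes were chosen for mention after their values were seen. C4b rose from 28.1 ± 6.63 to 111 ± 37.2 CPM (SD, n = 5 each; log2 1.98 ± 0.203, adjusted p = 5.67e-05), and Gpr17 fell from 60.6 ± 4.5 to 29.2 ± 4.7 CPM (−1.05 ± 0.126, adjusted p = 0.000362). Also higher were Pcdhb9 (0.69 ± 0.0991, adjusted p = 0.00458), the elastic fibre protein Fbln5 (1.19 ± 0.193, adjusted p = 0.0178), Apod (0.92 ± 0.157, adjusted p = 0.0231) and lysozyme Lyz2 (1.06 ± 0.184, adjusted p = 0.0231), and Adgra3 (−0.61 ± 0.105, adjusted p = 0.0231) and Gpx8 (−0.96 ± 0.186, adjusted p = 0.0418) were lower. Activated microglia (adjusted p = 1.86e-14, and adjusted p = 0.015 with an estimated correlation), complement (1.06e-10 and 0.00697) and MHC class I genes (1.86e-14 and 0.0234) rose, and newborn neuron genes (2.95e-07 and 0.00755) and oligodendrocyte precursor genes (1.74e-06 and 0.0234) fell. With an estimated correlation and without 5mSC replicates 1 and 3, complement, newborn neuron and proliferation genes passed (0.0474 each), and activated microglia, MHC class I and oligodendrocyte precursor genes did not (0.088 each). In the 20-library fit the other 10 of 15 lists that passed were lost with an estimated correlation, among them proliferation genes and the endoplasmic reticulum chaperones at adjusted p = 0.14 each and the heat shock proteins at 0.0896, and the list count was 25 without 24mEE replicate 5. In all 18 genes passed, 14 higher and 4 lower. The gene count was 97 without 5mSC replicates 1 and 3, 7, 7, 3, 5 and 5 without 5mEE replicate 1, 2, 3, 4 or 5, and 8, 8, 9 and 3 without 24mEE replicate 1, 2, 3 or 5. It was 45 without 5mSC replicate 3, which is outside the comparison.

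The comparison of 24mEE with 5mSC asks how old enriched mice differ from young mice in a standard cage, and its genes too were chosen for mention after their values were seen. C4b (1.83 ± 0.203, adjusted p = 0.000224), Pcdhb9 (0.67 ± 0.1, adjusted p = 0.00633) and Gpnmb, a glycoprotein of phagocytes (0.97, adjusted p = 0.0297), were higher. Gpx8 (−1.43 ± 0.186, adjusted p = 0.00142), Gpr17 (−0.91 ± 0.126, adjusted p = 0.00249) and the collagen chaperone Serpinh1 (−0.69 ± 0.111, adjusted p = 0.00986) were lower, and so was Ptgds (−1.57, adjusted p = 0.041), with 118 ± 5.27 CPM in 24mEE and 349 ± 242 CPM in 5mSC (SD, n = 5 each). Activated microglia genes rose (adjusted p = 7.86e-06, and adjusted p = 0.306 with an estimated correlation) and meningeal fibroblast markers fell (adjusted p = 7.86e-06, and adjusted p = 0.306 with an estimated correlation), with 16 lists past the test and none with an estimated correlation. In all 28 genes passed, 17 higher and 11 lower. The count was 1 in the fit of the 2 groups, 350 by DESeq2, 85 without 5mSC replicates 1 and 3, 259, 154 and 120 without 5mSC replicate 2, 3 or 4, and 17, 13, 17 and 11 without 24mEE replicate 1, 2, 3 or 5. Outside the comparison, it was 18, 17 and 17 without 5mEE replicate 2, 4 or 5 and 15, 15 and 16 without 24mSC replicate 1, 3 or 5.

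The interaction asks whether enrichment acts differently at 24 than at 5 months. The immediate early genes had a median interaction of 0.59 (adjusted p = 2.29e-08, and adjusted p = 0.502 to 0.763 with an estimated correlation over the lists that passed), and 5 were higher adjusted over the list alone. Their mean log2 CPM was 5.10 ± 0.538 in 5mSC, 4.63 ± 0.26 in 5mEE, 4.63 ± 0.154 in 24mSC and 4.68 ± 0.372 in 24mEE (SD, n = 5 each). In the fit without 5mSC replicates 1 and 3 the early gene Egr3, chosen after its value was seen, passed alone (0.57 ± 0.0815, adjusted p = 0.0194). It had 0.27 ± 0.263 (adjusted p = 0.774) with all libraries, or 0.16 without 5mSC replicate 4 alone. In all 19 lists passed and none did with an estimated correlation. By edgeR 0 genes passed, 1336 had an unadjusted p under 0.05, DESeq2 called 6 and limma-voom 0, and leaving out 5mEE replicate 2 or 5 gave 1. Across genes, which are not independent replicates, the enrichment changes at both ages correlated at r = 0.0643 (permutation p = 0.34, 2-sided, 100 relabellings). The sign was not stable: r was −0.15 with the choroid covariate and −0.0239 without 5mSC replicates 1 and 3. Leaving out 1 library gave 0.018 to 0.118.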

Values the study reported

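The study reported 860 genes that differed with age between 24mSC and 5mSC, 430 of them higher and 430 lower. It reported 1311 genes that differed between 24mEE and 24mSC, 669 higher and 642 lower. Of the age-related genes, 77 also differed with enrichment, and 72 of these (94%) moved in the opposite direction, 42 up with age and down with enrichment and 30 the other way. The Spearman correlation between both changes was given as −0.883.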

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

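In this part, the shares over abundant genes and the groupings, slopes and covariances without 5mSC replicates 1 and 3 are tests chosen only after the result was seen, and the fit of only the 2 groups was planned.

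Single libraries were compared with the other 4 of their group by Dixon's gap criterion in 680 groups of values, which chance alone marks in about 1 of 20, and 72 values stood apart, 29 of them in 5mSC replicate 3. That library had a TMM factor of 0.842, 34.4% of counts in its 10 most abundant genes, 26.8% in mitochondrial ribosomal RNA and a median r of 0.928 with its group. Its list scores, as mean log2 CPM, were 2.61 for interferon-stimulated genes, 3.12 for newborn neuron genes, 2.17 for proliferation genes, 2.87 for choroid plexus markers, 1.82 for ependymal genes and 1.93 for lymphocyte genes, all above its group, and 7.9 for presynaptic genes and 4.29 for dorsal hippocampus markers, both below it. In CPM it was high in Atp5e (1140), Rpl39 (1220), Rps14 (3360), Ndufa3 (205), Top2a (5.15), Tyms (7.12), Spag6 (10.3), Esr2 (1.97), Socs3 (3.18), Prph (24.2), Dcn (100), Tpbg (13), Rtp4 (4.05) and Gpr6 (4.6), and low in Cd68 (6.79), Dnajb5 (152) and Nr3c2 (142).

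Other libraries stood apart in fewer values. In 24mSC replicate 1 the scores of endothelial (4.9), mural (3.97) and blood cell genes (3.57) were high and that of cholesterol synthesis low (4.84), with Atp5g1 at 15.1, H2-T23 at 12.1 and Sqle at 61.3 CPM. In 24mEE replicate 2 the neocortex score was high (4.37) and those of neurotrophins (5.04) and postsynaptic genes (7.57) low, with a median r of 0.991, Cux2 at 48.3, H2-T23 at 7.48 and Cd68 at 9.42 CPM. C4b stood apart in 5mEE replicate 1 (39.7 CPM), 24mSC replicate 4 (156 CPM) and 24mEE replicate 3 (175 CPM), and Itgb2 in 5mEE replicate 1 (7.73 CPM) and 24mEE replicate 3 (12.6 CPM). Also in 24mEE replicate 3 were Fbln5 (10.4 CPM) and Serpinh1 (9.92 CPM), in 24mEE replicate 1 the total count (27.2 M) and Errfi1 (62 CPM), and in 24mSC replicate 2 mitochondrial ribosomal RNA (1.49%) and Top2a (0.31 CPM). In 24mSC replicate 4 these were Bcl3 (2.75 CPM) and Bdnf (50.3 CPM), and in 24mSC replicate 5 Ifit3b (6.9 CPM) and Gad2 (189 CPM). Among young libraries they were Camk2d (81.5 CPM) and Necab1 (122 CPM) in 5mSC replicate 2, and Fmod (17.2 CPM), Aldh1a2 (7 CPM), H2-Aa (2.9 CPM) and the activated microglia score (3.67) in 5mSC replicate 4. In 5mSC replicate 5 they were Dsp (140 CPM) and Ifit3b (3.1 CPM), in 5mEE replicate 2 Prph (3.73 CPM) and the neurotrophin score (5.01), in 5mEE replicate 3 Rtp4 (1.9 CPM) and the GABA score (7.54), and in 5mEE replicate 5 H2-Aa (1.08 CPM) and Grm7 (63.5 CPM).

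The effect of enrichment differed between ages in 19 lists by the interaction test with a preset correlation, and in none with an estimated correlation (adjusted p = 0.502 to 0.763). More positive at 24 months were immediate early genes (adjusted p = 2.29e-08), late activity-regulated genes (0.0313), oxidative phosphorylation (1.72e-10), ribosomal proteins (1.27e-14), glucocorticoid-responsive genes (0.0103), meningeal fibroblast markers (0.00395), CA2 markers (0.013) and mitochondrially encoded mRNAs (0.043). More negative at 24 months were astrocyte markers (0.0195), oligodendrocyte precursor genes (0.0183), glutamate receptors (5.21e-05), GABA genes (0.00197), interneuron markers (0.00926), presynaptic genes (5.21e-05), potassium channels (0.00993), choroid plexus markers (0.0195), ependymal genes (0.0113), striatum markers (0.0284) and neocortex markers (0.031). All of these except immediate early genes, oxidative phosphorylation, ribosomal proteins and glutamate receptors also lost the call when some single library was left out, with an adjusted p of up to 0.665 (mitochondrially encoded mRNAs without 5mSC replicate 3). In 5mSC replicates 1 and 3 the ribosomal score was 4.35 and 5.08, against 3.98 to 4.29 in the other 5mSC libraries. The oxidative phosphorylation score was 6.73 and 6.76, against 6.32 to 6.58. The size of both interactions therefore depends on these libraries.

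Dentate gyrus markers were higher, and neocortex and ventral hippocampus markers lower, in 24mEE than in 24mSC. Different library sizes are argued against, since the dentate, neocortex and ventral lists kept adjusted p = 1.32e-06, 4.7e-05 and 0.00128 after all libraries were thinned to 1 size. For the dentate list, length and GC content are argued against too. None of 10000 matched lists reached its median of 0.324 (highest 0.172), so the value of 0.0001 is the smallest that test can give. Unequal amounts of hippocampal subfields in the dissected tissue are a candidate explanation: across 13069 genes, which are not independent replicates, the enrichment change correlated at r = 0.504 with the slope on the dentate score within groups (0.409 to 0.543 leaving out a library, and 0.458 from the 5-month groups only). An effect of enrichment on these cells stays open as untested, and so does a different share of tissue from outside the hippocampus, where the neocortex lies. The dentate list also passed between 5mEE and 5mSC, a call lost without 5mSC replicate 2 or 4 or 5mEE replicate 5.

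Libraries 5mSC replicates 1 and 3 stood apart from the other 5-month libraries, with 689 and 3604 genes off by more than 1 log2 unit. Other 5-month libraries, thinned where larger, had at most a share of 0.402 of those genes for replicate 1, in a library smaller than it, and 0.12 for replicate 3, so library size cannot be told apart over all genes, while shares of 0.0972 and 0.0201 among abundant genes argue against it there. A few ribosomal and mitochondrial genes are argued against as well, since shares of 0.994 and 0.999 of the genes stayed off without them. For replicate 1 a loss of long or gain of short transcripts may account for part of the pattern, with a Spearman rho across genes of −0.473 against transcript length (−0.281 to 0.198 in other libraries); for replicate 3 the value of −0.173 lies within that range, so this cannot be told apart from ordinary variation. No biological explanation was tested, since no label sets these libraries apart.

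Changes with age and with enrichment at 24 months had opposite signs across genes, with a covariance of −0.0338 in the fit of 20 libraries. Simulations of unchanged groups that share the 24mSC libraries gave −0.0289, and the spread of these libraries gave −0.0132. How much of the covariance sharing gives is therefore left open there. With the 24mSC libraries split the median was −0.0207 (−0.0304 to −0.0135), below 0 in all 20 ways, which argues against sharing as the sole cause. Without 5mSC replicates 1 and 3 the covariance was −0.0432 and the simulated one −0.0163. With separate 24mSC libraries the median covariance was then still 0.609 of that with shared ones. It was again below 0 in all 20 ways, which argues against sharing as the sole cause there too. Unequal subfields may contribute. In a separate calculation, removing the dentate slope left 0.685 of the median covariance with separate 24mSC libraries (−0.0178 before, −0.0122 after). Its starting value differs from the −0.0263 of the fit without 5mSC replicates 1 and 3, so the share applies to that calculation only. Neocortex and striatum scores were highest in 24mSC (4.23 and 2.855), against 3.88 and 2.386 in 5mSC and 3.736 and 2.358 in 24mEE. Their slopes were not removed, so their part was not tested. Since the dentate score is itself built from genes of the tissue, its part cannot be told apart from a change in the cells. A batch shared by the 24mSC libraries cannot be told apart either, since the labels give none. An effect of age that enrichment opposes stays open as untested.

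Redrawing the groups tested whether chance could give as large a result. With age, chance can be excluded for the 134 genes (1 of 100 groupings, highest other 1) and the 3415 genes at unadjusted p under 0.05 (1, highest other 3123), but not for the 23 lists (6, highest other 26). A count of 0 is reached by every grouping, so the 0 genes for enrichment at 24 months (100, highest other 2) and at 5 months (100, highest other 2) and for the interaction (100, highest other 0) test nothing about chance. For enrichment at 24 months it cannot be excluded for 13 lists (61, highest other 23), and can for the 1037 genes at unadjusted p under 0.05 (2, highest other 1217). At 5 months it cannot be excluded for 2759 genes at unadjusted p under 0.05 (11, highest other 3089) or 15 lists (53, highest other 23). For 24mEE against 5mEE it can for 18 genes (1, highest other 0) and 769 genes (1, highest other 726) but not for 15 lists (44, highest other 26). For 24mEE against 5mSC it can for 28 genes (1, highest other 4) and 3015 genes (4, highest other 3215) but not for 16 lists (46, highest other 25). For the interaction it cannot for 1336 genes (9, highest other 2531) or 19 lists (16, highest other 25), nor for the correlation of both enrichment effects, 0.06432 (34, highest other 0.1973). Without 5mSC replicates 1 and 3, chance can be excluded for 363 genes with age (1 of 56, highest other 2), and the 0 genes at 5 months (56 of 56, highest other 2) again test nothing. Without these 2 libraries, enrichment at 24 months gave 10 genes (4 of 100, highest other 192), and in the fit of the 2 groups 187 genes (3 of 100, highest other 589). Both shares exclude chance, but in each case another grouping called several times the real count. What that grouping reflects was not tested, so these 2 counts cannot be laid to enrichment alone.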

How the results depend on the processing

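In this part, the fits without 5mSC replicates 1 and 3, limma-voom with and without quality weights and the dentate covariate are tests chosen only after the result was seen. Ranges for leaving out 1 library cover the libraries of the groups compared. Where no cause is given, the cause was not tested. No paired analysis was possible because the replicate numbers only name the libraries. The planned RPKM alternatives were not run, since depth is not removed from those values. Depth limits the genes near the floor of 0.0881 to 0.325 CPM.

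The 134 genes with age became 759 by DESeq2, 59 with no filter, 416 with the choroid covariate, 935 with 1 surrogate variable, 3 with only the 2 groups, 363 without 5mSC replicates 1 and 3, 229 by limma-voom, 306 with quality weights and 70 with the dentate covariate. Leaving out 1 library gave 30 to 1127. Enrichment at 24 months went from 0 to 31 by DESeq2, 187 with only the 2 groups, 10 without 5mSC replicates 1 and 3 and 379 with quality weights, and leaving out 1 library gave 0 to 1, or 10 and 6 for 5mSC replicates 2 and 3 outside the comparison. At 5 months 0 became 30 by DESeq2 and 239 with the choroid covariate, and leaving out 1 library gave 0 to 1.

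The 18 genes of 24mEE against 5mEE became 39 by DESeq2, 9 with no filter, 35 with the choroid covariate, 41 with the surrogate variable, 52 with only the 2 groups, 97 without 5mSC replicates 1 and 3 and 162 with quality weights (3 to 12 leaving out 1 library, and 45 without 5mSC replicate 3 outside the comparison). The 28 genes of 24mEE against 5mSC became 350 by DESeq2, 46 with the CPM filter, 57 with the choroid covariate, 138 with the surrogate variable, 1 with only the 2 groups, 85 without 5mSC replicates 1 and 3, 45 by limma-voom and 71 with quality weights (11 to 259). The interaction went from 0 to 6 by DESeq2, 2 with the surrogate variable, 1 without 5mSC replicates 1 and 3 and 1 with the dentate covariate (0 to 1). Genes moving in opposite directions past both tests went from 0 to 20 by DESeq2, 4 without 5mSC replicates 1 and 3, 56 with quality weights, 5 without these 2 libraries and with only the groups of each comparison, and 2 at an adjusted p under 0.10 (0 to 8). The correlation of age and enrichment changes, −0.335, became −0.567 with the choroid covariate, −0.556 with the surrogate variable, −0.565 without 5mSC replicates 1 and 3, −0.516 by limma-voom, −0.597 with quality weights and −0.599 without both libraries and with only the groups of each comparison (−0.539 to −0.247). The correlation of enrichment changes at both ages, 0.0643, became −0.15 with the choroid covariate, −0.067 with the surrogate variable, −0.0408 with no filter, −0.0239 without 5mSC replicates 1 and 3 and −0.028 with quality weights (0.018 to 0.118).

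List counts fell with an estimated correlation, with fry, and with these without 5mSC replicates 1 and 3: with age from 23 to 0, 3, 0 and 9 (18 to 29 leaving out 1 library), with enrichment from 13 to 0, 0, 0 and 0 at 24 months (11 to 17) and from 15 to 0, 0, 0 and 0 at 5 months (11 to 18). For 24mEE against 5mEE they went from 15 to 5, 5, 3 and 8 (14 to 25, with 25 without 24mEE replicate 5), for 24mEE against 5mSC from 16 to 0, 2, 0 and 3 (12 to 20), and for the interaction from 19 to 0, 0, 0 and 0 (13 to 21).

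Single lists turned direction in 9 cases, none of them past the test. Potassium channels with age did so without 5mSC replicates 1 and 3 (adjusted p = 0.689, 0.837 with an estimated correlation and 0.714 by fry), as they did in the interaction (0.904, 0.966 and 0.955). Dentate markers at 5 months turned with the dentate covariate (0.924), which removes that score by construction. Ependymal genes in 24mEE against 5mEE turned with the choroid covariate (0.903), and postsynaptic genes in 24mEE against 5mSC by fry without both libraries (0.969). Among other list values 1390 kept direction and side of the threshold and 508 lost the call. Among values of named genes 2907 kept both, 186 gained and 249 lost the call, 0 turned direction among those that had passed, and 12 that had not passed changed sign. Of all 134 genes that passed with age, 1 changed sign without 5mSC replicate 3 and 1 without 5mSC replicates 1 and 3.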

Other observations

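In this part, the fits without 5mSC replicates 1 and 3 are tests chosen only after the result was seen.

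Spag6, a gene of the motile cilium, was chosen after its values were seen. With age its log2 fold change was 0.58 with all libraries (adjusted p = 0.262) and 1.27 ± 0.113 without 5mSC replicates 1 and 3 (adjusted p = 1.05e-05), and 5mSC replicate 3 held 10.3 CPM against 2.19 to 3.46 CPM in the rest of its group. Between 24mEE and 5mEE it was 1.27 ± 0.287 (adjusted p = 0.145) with all libraries and 1.27 ± 0.0935 (adjusted p = 4.19e-07) without both. Genes lower with age and higher with enrichment at 24 months, when both libraries were left out and only the groups of each comparison were fitted, were Nptx2, Bdnf, Doc2b, Epha6 and 4921539H07Rik. In the 20-library fit the age change of Epha6 was −0.24, or −0.047 without 5mSC replicate 4. That of Doc2b was −0.26, or −0.15 without 5mSC replicate 5. Epha6 stood at 29.4 and 34.4 CPM in 5mSC replicates 1 and 3, below the 50.6 to 60.4 CPM of 24mSC. In Nptx2, Bdnf and Doc2b, 5mSC replicate 1 lay above all 24mSC libraries and replicate 3 below them.

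In 24mSC against 5mSC, 134 genes passed here, and 759 by DESeq2. The first is lower than the value quoted from the study above, and the second is within 1.5 times of it. In 24mEE against 24mSC, 0 genes passed here, 31 by DESeq2 and 187 in the fit of the 2 groups. All of these are lower than the value quoted from the study above. Genes past both tests in opposite directions numbered 0 here, 20 by DESeq2 and 56 by limma-voom with sample quality weights. The first and second are lower than the value quoted from the study above, and the third is within 1.5 times of it. The Spearman correlation of the age and enrichment changes was −0.352 across 16692 genes. That is nearer to 0 than the value quoted from the study above, which was taken over the genes past both tests only, a set that was empty here, so the 2 values measure different things. The study used more libraries and adjusted for sequencing run, which the labels do not give.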
